# Determination of Endothelial Stalk versus Tip Cell Potential during Angiogenesis by H2.0-like Homeobox-1

**DOI:** 10.1016/j.cub.2012.07.037

**Published:** 2012-10-09

**Authors:** Shane P. Herbert, Julia Y.M. Cheung, Didier Y.R. Stainier

## Abstract

Tissue branching morphogenesis requires the hierarchical organization of sprouting cells into leading “tip” and trailing “stalk” cells [1, 2]. During new blood vessel branching (angiogenesis), endothelial tip cells (TCs) lead sprouting vessels, extend filopodia, and migrate in response to gradients of the secreted ligand, vascular endothelial growth factor (Vegf) [3]. In contrast, adjacent stalk cells (SCs) trail TCs, generate the trunk of new vessels, and critically maintain connectivity with parental vessels. Here, we establish that h2.0-like homeobox-1 (Hlx1) determines SC potential, which is critical for angiogenesis during zebrafish development. By combining a novel pharmacological strategy for the manipulation of angiogenic cell behavior in vivo with transcriptomic analyses of sprouting cells, we identify the uniquely sprouting-associated gene, *hlx1*. Expression of *hlx1* is almost entirely restricted to sprouting endothelial cells and is excluded from adjacent nonangiogenic cells. Furthermore, Hlx1 knockdown reveals its essential role in angiogenesis. Importantly, mosaic analyses uncover a cell-autonomous role for Hlx1 in the maintenance of SC identity in sprouting vessels. Hence, Hlx1-mediated maintenance of SC potential regulates angiogenesis, a finding that may have novel implications for sprouting morphogenesis of other tissues.

## Results and Discussion

To identify previously unknown determinants of endothelial cell (EC) sprouting, we defined and exploited a pharmacological strategy for the manipulation of angiogenic cell behavior in vivo. Whereas high vascular endothelial growth factor receptor (Vegfr) signaling is known to promote tip cell (TC) specification, activation of the Notch receptor via its ligand Delta-like 4 (Dll4) represses the TC phenotype to promote stalk cell (SC) fate [4–6]. Conversely, suppression of Notch activity upon antagonistic interaction with its ligand Jagged1 promotes TC formation [7]. Hence, specification of TCs involves tight spatiotemporal control of Vegfr/Notch signaling [8]. Consequently, we hypothesized that the pharmacological manipulation of Vegfr/Notch signaling selectively during zebrafish intersegmental vessel (ISV) angiogenesis would enable the precise control of angiogenic EC behavior and sprouting-associated gene expression in vivo. In control dimethyl sulfoxide (DMSO)-treated *Tg(kdrl:GFP)*^*s843*^ embryos [9], green fluorescent protein (GFP)-expressing ECs sprout by angiogenesis at regular intervals from the first embryonic blood vessel, the dorsal aorta (DA), to form the ISVs. Nascent ISVs then connected with adjacent ISVs to form the dorsal longitudinal anastomotic vessel (DLAV) at 30 hr postfertilization (30 hpf; Figure 1A) [4, 10]. Quantification of EC numbers in sprouting ISVs using a nuclear-localized endothelial-specific enhanced green fluorescent protein (*EGFP*) transgene (*Tg(kdrl:nlsEGFP)*^*zf109*^ [11]) showed that ISVs at 30 hpf stereotypically contain three to four ECs, as previously reported [4, 11] (Figure 1B). However, using established pharmacological inhibitors of the Vegfr and Notch signaling pathways (SU5416 and DAPT, respectively), we were able to precisely manipulate sprouting EC numbers during ISV angiogenesis (Figures 1B–1D). EC sprouting was significantly enhanced upon incubation of embryos with DAPT from prior to ISV sprouting (22 hpf) to 30 hpf (Figures 1B and 1C), consistent with the EC hypersprouting phenotypes observed in the absence of Notch signaling [4–6]. In contrast, EC sprouting was entirely blocked in embryos incubated with high levels of Vegfr inhibitor (2.5 μM SU5416, Figures 1B and 1D), as previously observed [12]. Moreover, serial dilution of SU5416 (see Figures S1A and S1B available online) revealed that intermediate EC-sprouting phenotypes could be obtained upon partial inhibition of Vegfr (0.625 μM SU5416; Figures 1B and 1D). Hence, temporal disruption of Vegfr/Notch signaling during ISV sprouting allowed precise pharmacological control of angiogenic versus nonangiogenic EC behavior in vivo.

Exploiting these observations, we defined a novel strategy to identify genes functionally associated with EC sprouting (Figure 1E). 

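RNA from sorted endothelial cells (ECs) was measured on 4 Agilent 2-colour arrays, 1 for each of 4 treatments given to zebrafish embryos from 22 to 30 h postfertilization (hpf). The treatments were 100 μM DAPT, a γ-secretase inhibitor that blocks Notch activation, 0.625 μM SU5416, an inhibitor of the Vegf receptor kinases, 2.5 μM SU5416, and DAPT together with SU5416. The paper reports on the 3 single treatments, and its text describes no array of the combined treatment, for which the sample labels give 100 μM DAPT and 2.5 mM SU5416. The labels give the single SU5416 doses as 0.63 and 2.5 mM, where the paper gives micromolar doses, which are used here. On each array, RNA of DMSO-treated controls was labelled with Cy3 and RNA of treated embryos with Cy5. The dyes were not exchanged on any array, so that a dye effect of a probe runs in the same direction as the treatment. All 4 arrays were on 1 slide.
The authors scanned the slide and extracted it with Agilent's Feature Extraction, and their deposited table holds its log10 ratio of Cy5 over Cy3, after background subtraction and dye normalization, for 43603 probes. Here, the spot intensities were background-corrected with normexp (offset 50) and normalized by loess within each array, and the log2 ratio of a gene was the median over its probes that were well above background in at least 1 channel. Between 47.1% and 57.1% of the probes were well above background in the Cy5 channel. Spots of 50 probes that were printed repeatedly differed with a pooled SD of 0.06 to 0.08 on the log2 scale. With 1 array per treatment there is no replicate check and no p-value, and the error given beside a gene is Feature Extraction's technical error of the log ratio, converted to log2. Genes that differed at least 2-fold from DMSO are called higher or lower. A list of genes is said to stand apart when its median log2 ratio lay outside the central 95% of 10000 random lists of the same size and similar signal.
The DMSO channels give a yardstick for differences between arrays. Those of the 2 SU5416 arrays differed at least 2-fold in 30 of 17124 genes, and those of the DAPT and the low-dose SU5416 array in 1178 of 18493. The channel labelled DMSO on the array of the combined treatment differed from that of the low-dose array in 3414 of 18487 genes.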

*Tg(kdrl:GFP)*^*s843*^; *Tg(gata1:DsRed)*^*sd2*^ embryos were incubated from 22 to 30 hpf with compounds that either promoted (DAPT), fully repressed (2.5 μM SU5415), or partially repressed (0.63 μM SU5416) angiogenic cell behavior in vivo (Figures 1A–1D; Figure S1). 

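In ECs from DAPT-treated embryos, targets of Notch were far lower than in DMSO-treated controls. Of 12 measured Notch targets, 9 were at least 2-fold lower and 0 were above 0 on the log2 scale, and their median log2 ratio was −2.18 (percentile 0). The hairy and Enhancer-of-split family repressors *her2*, *her6*, *her9*, and *hey1* had log2 ratios of −5.71 (error 0.59), −3.69 (error 0.40), −2.79 (error 0.34), and −2.25 (error 0.34). The related repressor *hes5* and the Notch feedback regulator *nrarpa* had values of −5.32 (error 0.55) and −2.10 (error 0.31). Arterial genes also stood apart, with a median of −0.39 over 13 genes, and 3 of them were lower, namely the chemokine receptor *cxcr4a* at −1.81 (error 0.26), the Notch ligand *dll4* at −1.48 (error 0.25), and the receptor *notch3* at −1.07 (error 0.27).
Pan-endothelial genes had a median of 0.24 (percentile 99.97), with 15 of 21 above 0. Among the highest genes were the apelin receptor *aplnrb* at 1.32 (error 0.24), the growth arrest gene *gadd45gb.1* at 1.41 (error 0.25), and the sodium-sugar transporter *slc5a9* at 1.37 (error 0.25). Bmp and Tgfb response genes had a median of −0.27, with the Bmp target *id1* at −1.20 (error 0.25), and p53 targets a median of −0.18. The median was −0.0094 for Vegf ligands and receptors, 0.054 for tip cell genes, 0.15 for stalk and phalanx genes, 0.0064 for Notch pathway components, and 0.073 for venous and lymphatic genes, none of which stood apart.
Markers of other cell types moved on the same array. Skeletal muscle genes had a median of 0.26 (19 of 21 above 0) and neural crest and pigment genes of 0.24. Neural genes had a median of −0.26, with 7 of 19 above 0. The neural progenitor factor *sox3* was at −1.36 (error 0.24), whereas *neurog1* of the same list was at 1.11, among the 10 highest genes of the array. Notochord genes had a median of −0.40 over 5 genes, with *tbxta*, a T-box factor of the notochord, at −1.38 (error 0.24).
In all, 33 of 20948 genes were higher and 98 were lower. With median centring in place of loess these counts were 126 and 62, and against the mean of 3 DMSO channels, an alternative chosen after the data were seen, they were 691 and 171. The mean of 4 DMSO channels includes the channel labelled DMSO on the array of the combined treatment. Notch targets were also low there (median −1.65 against the DMSO channels of the 2 SU5416 arrays), so this mean is no neutral control for DAPT. Against it, pan-endothelial, muscle, notochord, p53, and Bmp and Tgfb response genes no longer stood apart and the median of pigment genes fell below 0. Pigment genes also no longer stood apart with Feature Extraction's log ratio or with the brightest probe, nor p53 targets with no filter on dim probes. With median centring, under which all genes had a median of 0.14, p53 targets had one of 0.043 and still stood apart on the low side. With the mean of 3 as control the same 5 lists and pigment genes (median −0.15, percentile 17.02) did not stand apart, whereas Notch pathway components (median −0.30, percentile 0.81), cell cycle genes (−0.26, 1.24), myeloid genes (−0.48, 0.10), epidermal genes (0.32, 99.76), and housekeeping genes (0.21, 97.81) did.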

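With SU5416, the largest rise among the gene lists was in targets of the aryl hydrocarbon receptor, a ligand-activated transcription factor that induces enzymes of foreign-compound metabolism. Of 9 measured targets, 6 were higher at the low and 8 at the high dose, with median log2 ratios of 2.38 and 3.38 (percentile 100 each). The cytochrome P450 gene *cyp1a* had values of 6.19 (error 0.64) and 6.92 (error 0.72), *cyp1c1* of 2.48 (error 0.59) and 3.53 (error 0.70), and the receptor's repressor *ahrra* of 2.49 (error 0.32) and 4.09 (error 0.47).
Several lists of vessel genes had medians below 0. Arterial genes had medians of −0.48 and −0.34 at the low and high dose and stood apart at both. The water channel *aqp8a.1* was at −0.97 (error 0.22) and −1.39 (error 0.24) and the Notch ligand *dlc* at −0.72 (error 0.22) and −1.32 (error 0.25). With DAPT the list also stood apart, at −0.39, so its low median was not particular to SU5416, and a dye effect was not tested for it. Vegf ligands and receptors had medians of −0.27 and −0.23, tip cell genes of −0.27 and −0.23, and pan-endothelial genes of −0.15 and −0.17, and these lists stood apart at the low dose (percentiles 0.04, 0.13, and 0.78) and lay just inside the random range at the high dose (2.83, 3.19, and 2.61), a difference between doses that was not tested. The Vegf receptor gene *flt1* was lower at both doses, at −1.20 (error 0.24) and −1.29 (error 0.25), whereas *kdrl* and *kdr* had values between −0.13 and −0.27. Against the mean of 3 DMSO channels, *flt1* lay at −1.09 and −1.12 at these doses, beside −0.84 with DAPT and −0.70 with the combined treatment. Its low value was thus not particular to SU5416, and a dye effect was not tested for it. ERK feedback and immediate early genes stood apart at the high dose, with a median of −0.32 (2 of 23 above 0), *etv4*, an Ets factor induced by ERK signaling, at −1.56 (error 0.25), and the feedback inhibitor *spry4* at −1.19 (error 0.23). Cell cycle genes had medians of −0.21 and −0.27 and stood apart at both doses, with the replication helicase genes *mcm3* and *mcm5* each at −1.01 at the high dose (errors 0.22 and 0.24). Notch targets had medians of −0.095 and −0.043 and did not stand apart, whereas Notch pathway components had a median of −0.19 at the high dose (percentile 1.54). At the low dose, heat shock and unfolded protein genes had a median of −0.22, with the chaperones *dnajb1b* at −2.11 (error 0.28) and *hsp70l* at −1.16 (error 0.23), and Bmp and Tgfb response genes of 0.19.
Markers of other cells also moved. Erythroid genes, whose *gata1:DsRed*-positive cells the sort was set to remove, had medians of 0.86 and 0.71, with all 13 members above 0 at each dose, *hbae1.1* at 1.1 (error 0.22) and 1.04 (error 0.22), and *gata1a* at 0.31 (error 0.21) and 0.72 (error 0.22). Neural crest and pigment genes had medians of 0.51 and 1.5, with the melanin synthesis genes *tyrp1b* and *dct* at 2.57 (error 0.32) and 2.21 (error 0.29) at the high dose. On the array of the combined treatment, erythroid genes (median 0.10, percentile 75.8) and pigment genes (0.20, 86.8) did not stand apart. Haematopoietic stem cell genes stood apart at the high dose (median 0.33), with the repressor *gfi1aa* at 2.74 (error 0.33). Epidermal genes stood apart at the low dose (median 0.35), with the keratin *krt8* at 1.40 (error 0.23). Against the mean of 3 DMSO channels, *krt8* lay between 1.11 and 1.32 on all 4 arrays. Its high value was thus not particular to SU5416, and a dye effect was not tested for it. Neural genes had medians of −0.14 and −0.41.
At the low dose 111 of 19045 genes were higher and 50 were lower, and at the high dose 196 of 17214 were higher and 119 were lower. With median centring in place of loess these counts were 328 and 22 at the low and 161 and 184 at the high dose. The low-dose medians of pan-endothelial (0.23), cell cycle (0.15), heat shock (0.10), and neural genes (0.12) then lay above 0, as did that of all genes (0.22), and these lists still stood apart on the low side. Against the mean of 4 DMSO channels, Vegf, tip cell, pan-endothelial, heat shock, epidermal, and Bmp and Tgfb response genes at the low dose and Notch pathway, haematopoietic stem cell, and neural genes at the high dose no longer stood apart. The low-dose median of cell cycle genes then lay above 0 (0.046) and above that of all genes (0.024), so this list was no longer on the low side. Notch pathway components at the high dose also did not stand apart with median centring or no filter on dim probes, nor did pan-endothelial genes at the low dose with the brightest probe or Bmp and Tgfb response genes there with no filter or the brightest probe. The mean of 4 includes the channel labelled DMSO on the array of the combined treatment. Against the mean of the 3 others, chosen after the data were seen, Vegf (percentile 1.17), tip cell (0.41), and epidermal genes (99.39) stood apart at the low dose, and tip cell (2.02) and neural genes (0) at the high dose. Pan-endothelial (8.36), heat shock (5.55), and Bmp and Tgfb response genes (95.79) at the low dose and Notch pathway (14.5) and haematopoietic stem cell genes (95.99) at the high dose did not, whereas Notch targets (median −0.17, percentile 1.01), haematopoietic stem cell genes (0.27, 99.0), and mesenchyme genes (0.25, 98.22) did at the low dose.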

Pharmacologically manipulated GFP-positive ECs were then isolated by fluorescence-activated cell sorting (FACS) and separated from GFP/dsRed-double-positive erythrocytes prior to comparison of their transcriptomes to DMSO-treated controls. 

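Genes were ordered by the sprouting seen under each treatment, with a log2 ratio above 0 with DAPT, below 0 with the low dose of SU5416, lower still with the high dose, and a span of at least 1 from DAPT to the high dose. Of 16967 genes measured on the 3 arrays, 146 (0.860%) met this order. Among those with the largest span were the Tgfb receptor *tgfbr2b* with values of 0.51, −0.63, and −1.52 for DAPT, low, and high SU5416 (errors 0.21, 0.21, and 0.25), the endothelial water channel *aqp1a.1* with 0.51, −0.24, and −1.38 (errors 0.21, 0.21, and 0.24), *mfng*, a glycosyltransferase that modifies Notch, with 0.75, −0.44, and −1.14 (errors 0.22, 0.21, and 0.23), and the transmembrane semaphorin *sema6a* with 0.34, −0.92, and −1.49 (errors 0.21, 0.22, and 0.25). By list, the 146 genes held 3 of 21 pan-endothelial genes (*aqp1a.1*, *gpr182*, and *plvapb*), 2 of 8 stalk and phalanx genes (*hlx1* and *aplnrb*), and 2 of 19 neural genes (*neurog1* and *tubb5*). They held 1 each of 10 tip cell genes and 15 matrix genes, in both lists the metalloproteinase *mmp14b*, 1 each of 9 venous and 10 guidance genes, in both the ephrin receptor *ephb4a*, and 1 each of 18 Notch pathway components (the ligand *dlb*), 24 cell cycle genes (*mcm5*), 21 muscle genes (*pvalb1*), 14 Bmp and Tgfb response genes (*tgfbr2b*), and 5 chemokine and apelin genes (*aplnrb*). No member of the other 16 lists, among them 12 arterial genes and 11 Vegf ligands and receptors, was ordered, and no list was tested for an excess over chance. The paper picked *hlx1* from these treatments and then described it in stalk cells, so its place among ordered stalk genes was known beforehand.
The Vegf receptor gene *flt4* had values of 0.47 with DAPT (error 0.21), −0.28 with low (error 0.47), and −0.42 with high SU5416 (error 0.21). It met the order, but its span of 0.89 was below 1. On the Zv7 assembly used by the array design, its brighter probe (accession NM_130945) lies between 11701102 and 11701235 on chromosome 14, and that probe alone gave −0.21 (error 0.20) at the low dose, where the other probe of *flt4* was dim. The order was not met against the mean of 4 DMSO channels (0.0056 at the low dose), with Feature Extraction's log ratio (−1.16 at the low and −0.43 at the high dose), or with no filter on dim probes (−0.28 and −0.24). The brighter probe alone met the order at the main settings (0.47, −0.21, and −0.42) and with Feature Extraction's log ratio (0.48, −0.21, and −0.43). Against the mean of 3 DMSO channels the values of *flt4* were 0.21, −0.10, and −0.26, which also met the order.
The opposite order was met by 185 genes, among them the Notch targets *her6*, with −3.69, 0.21, and 0.80, and *her9*, the retinoic acid hydroxylase *cyp26a1*, with −1.03, 1.3, and 2.57, and *cyp1c1*. Shuffling genes within every array gave a mean of 91.0 ordered genes (74 to 109 in the central 95% of 1000 shuffles) and 123 in the opposite order. Shuffling the DAPT array alone, which keeps the correlation between the 2 SU5416 arrays and was chosen after the counts were seen, gave 155 (136 to 174) and 199 (176 to 220). The counts of 146 and 185 lay within these ranges, so neither order held more genes than this shuffle gave. The count of ordered genes ran from 9 to 1413 over the other settings tried.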

Subsequent multifactorial comparison of expression profiles (see Experimental Procedures) identified 109 genes whose expression was tightly correlated with EC-sprouting levels, including *flt4*, the only known TC-enriched gene in zebrafish [4] (Figure 1F; Figures 1C and S1D). Surprisingly, the most SU5415/Vegfr responsive of these genes was a homeobox transcription factor gene, *h2.0-like homeobox-1* (*hlx1*) (Figure 1F; Figure S1C), which displayed an expression profile that was highly correlated with EC-sprouting levels (Figure 1F; Figure S1D). Furthermore, expression analyses revealed that compared to the pan-endothelial marker *kdrl* [13], *hlx1* was highly enriched in sprouting ECs in vivo (Figure 1G), suggesting a key role for Hlx1 during ISV angiogenesis. 

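The lowest log2 ratio on the high-dose array over all 17214 measured genes belonged to *hlx1*, which encodes a homeodomain transcription factor. Its expression was 8.63-fold lower than in DMSO-treated ECs with the high dose of SU5416 (log2 ratio −3.11, error 0.37), and its log2 ratio was −0.65 (error 0.21) with the low dose and 1.14 (error 0.23) with DAPT. The 3 values differed from one another by more than their technical errors, and the span from DAPT to the high dose was 4.25. The next ordered gene with a symbol by its value at the high dose was *atp1a1a.3*, a sodium pump subunit, with 0.27 (error 0.21) with DAPT, −0.26 (error 0.21) with low, and −1.92 (error 0.28) with high SU5416. Other lowest genes of the high-dose array were not ordered with sprouting, such as the calcium-regulating hormone *stc1l* at −1.96 (error 0.30), the insulin-like growth factor binding protein *igfbp1a* at −1.96 (error 0.27), and the planar polarity gene *daam1a* at −1.59 (error 0.27), which had values of −0.54, −0.28, and −0.51 with DAPT.
A single probe measured *hlx1* (accession NM_212701), at 54499930 to 54499989 on chromosome 20 of the Zv7 assembly, with the sequence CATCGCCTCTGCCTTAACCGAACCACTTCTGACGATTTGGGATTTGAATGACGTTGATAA. Both channels were well above background on every array. Feature Extraction's processed signals for DMSO and treated ECs were 8180 and 18400 on the DAPT array, 9730 and 6090 on the low-dose array, and 10100 and 1040 on the high-dose array.
Among the ordered genes *hlx1* ranked 1 by its value at the high dose, and 3 by Feature Extraction's log ratio, behind 2 clone-named genes. From its values across these treatments (Figure 1F), the paper describes *hlx1* as the gene most responsive to SU5416 among those that follow sprouting.

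**Figure D1:**
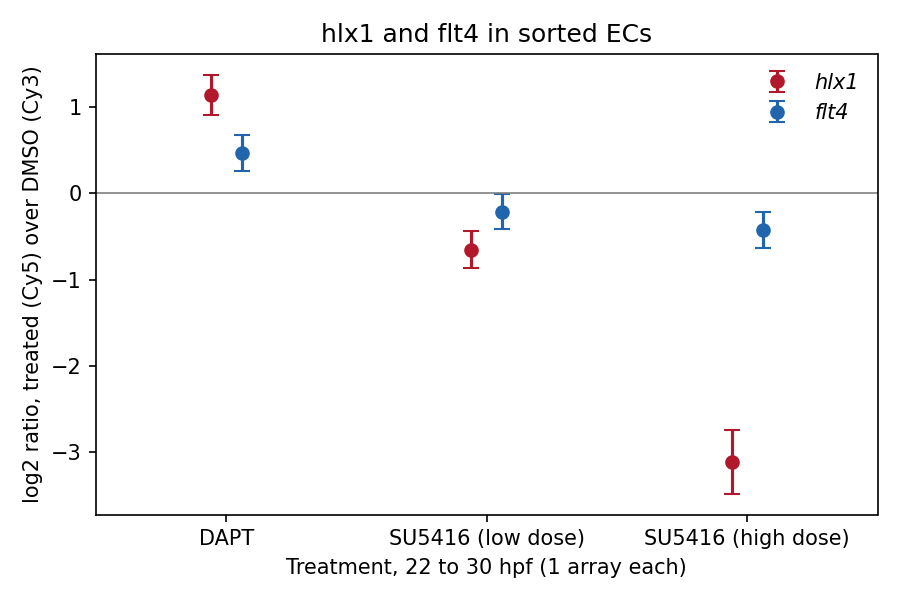
Log2 ratios of *hlx1* (red) and of the brighter *flt4* probe (blue) in sorted ECs, treated (Cy5) over DMSO (Cy3), for DAPT, 0.625 μM SU5416 (low dose), and 2.5 μM SU5416 (high dose). Points are single arrays and bars are Feature Extraction's technical error on the log2 scale. The values of *hlx1* run from 1.14 to −3.11 and those of *flt4* from 0.47 to −0.42.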

The mammalian ortholog of Hlx1 (HLX) was originally identified as a key determinant of mammalian liver, gut, and hematopoietic development [14–17]. Strikingly, *Hlx* null mice also display features of severe vascular dysfunction (edema, early lethality) [16, 17], and *HLX* was recently shown to influence expression of EC guidance cues in vitro [18]. However, the vascular function of HLX/Hlx1 in vivo is unknown.

To confirm an association of *hlx1* with angiogenic cell behavior in vivo, we assessed its spatiotemporal pattern of expression during zebrafish development (Figures 2A–2J). Compared with expression of the EC marker *kdrl* [13], *hlx1* expression was not detected in the first embryonic artery (DA), which forms by the process of vasculogenesis (red bracket in Figures 2A and 2B) [10, 12]. However, during ISV angiogenesis, *hlx1* expression was enriched in the first-sprouting ECs (arrows in Figures 2C and 2D). Expression of *hlx1* was also observed prior to ISV sprouting at discrete regions of future angiogenic remodeling within the DA (arrowheads in Figure 2D). At subsequent developmental stages *hlx1* became increasingly enriched in sprouting ISVs (Figures 2E and 2F) and was almost exclusively restricted to angiogenic ECs at 30 hpf (Figures 2G and 2H). Similarly, sprouting angiogenic ECs of the midcerebral veins (MCeVs) were also *hlx1* enriched (arrows in Figures 2I and 2J). However, *hlx1* expression was excluded from the adjacent nonangiogenic parental tissues of the DA and primordial hindbrain channel (PHBC) during ISV and MCeV angiogenesis (Figures 2G–2J). Importantly, vascular expression of *hlx1* was also absent in zebrafish *cloche* (*clo*^*s5*^) mutants that lack endothelial tissues [19], confirming expression of *hlx1* in sprouting ECs (Figures 2K and 2L). Furthermore, EC *hlx1* expression was reduced or lost upon the SU5416-mediated disruption of ISV sprouting (Figures 2M and 2N). In contrast, DAPT-induced EC hypersprouting promoted ectopic *hlx1* expression throughout the endothelium (arrowheads in Figure 2O), which could be blocked upon coincubation of embryos with SU5416 (Figure 2P). Finally, mature ISVs at stages after angiogenesis no longer expressed *hlx1* (data not shown). Hence, expression of *hlx1* exclusively marks sprouting ECs and represents a unique marker of angiogenic versus nonangiogenic ECs.

To elucidate the function of Hlx1 during ISV angiogenesis, we injected *Tg(kdrl:GFP)*^*s843*^ and *Tg(kdrl:nlsEGFP)*^*zf109*^ embryos with either control morpholino oligonucleotides (MOs) or *hlx1*-targeting MOs that disrupted *hlx1* translation or exon-intron splicing (Figure S2). ISV sprouting in *hlx1* MO-injected (morphant) embryos was delayed at 30 hpf and severely disrupted at 48 hpf (Figures 3A–3G). In particular, ISVs in *hlx1* morphant embryos were predominantly stunted, failed to connect with adjacent vessels, and often remained blunt ended (asterisks in Figure 3A). Hlx1 knockdown did not notably affect embryo morphology (Figure 3H), arterial/venous differentiation of ECs (Figure S3A), assembly of the axial vessels (Figure 3I), or blood flow through the DA (red arrow in Figure 3J) and cardinal vein (blue arrow in Figure 3J). However, injection of embryos with *hlx1* MOs severely disrupted blood flow through the ISVs (Figure 3J), consistent with inadequate angiogenesis and reduced connections between adjacent vessels (Figures 3A and 3I). Importantly, perturbed ISV sprouting was associated with decreased incorporation of ECs into sprouting vessels (Figures 3D–3F) and reduced EC proliferation (Figure 3G). Hence, consistent with its specific expression in sprouting ECs, *hlx1* appears to be essential for ISV angiogenesis during zebrafish development.

Signaling via the Vegf-Notch axis promotes TC specification and behavior, at least in part, by inducing the TC-restricted expression of *flt4* [4, 13, 20]. Consequently, *flt4* morphant embryos display defects in EC sprouting similar to those observed upon Hlx1 knockdown [4]. However, TC-associated expression of *flt4* was comparable to controls in *hlx1* morphant embryos, indicating that TC specification was unaffected (Figure S3A). Furthermore, observations that EC sprouting in *hlx1* morphants was highly Flt4 dependent (Figures S3B and S3C) suggested that Hlx1-compromised ISVs still displayed TC behavior. Moreover, live-imaging analyses of *Tg(kdrl:nlsEGFP)*^*zf109*^ embryos revealed that the initial timing of TC migration was also unaffected in *hlx1* morphant embryos (Movies S1 and S2). However, the hierarchical organization of sprouting cells was disrupted in *hlx1* morphants versus controls (Movie S2). In particular, unlike in controls, sprouting ECs in *hlx1* morphants did not rapidly sort into leading TCs and trailing SCs but appeared to display prolonged competition for the TC position (see ISVs B and C in Movie S2). Consequently, we hypothesized that Hlx1 may alternatively influence SC identity. Consistent with this hypothesis, we observed that *hlx1* was uniquely expressed in the SC domain (as well as in TCs) during ISV sprouting (Figures 4A–4D). Whereas all vessels expressed the pan-endothelial marker *kdrl* (Figure 4A), *hlx1* expression was restricted to angiogenic-sprouting cells of the ISVs (Figure 4B). However, unlike expression of *flt4*, which was restricted to the TC domain of sprouting ISVs (Figure 4C), *hlx1* expression was expanded throughout the SC domain (Figure 4B). Moreover, *hlx1* was excluded from adjacent nonangiogenic ECs (or “phalanx” cells [21]) of the DA, which express high levels of *efnb2a* (Figure 4D) [22]. Other SC-enriched genes, such as *flt1* and *tie2*, are also expressed at high levels in adjacent nonangiogenic tissues [23, 24]. Hence, to the best of our knowledge, *hlx1* represents the first-identified discriminative marker of sprouting SCs versus nonangiogenic ECs.

SC-enriched expression suggested that *hlx1* influences SC identity. To elucidate the cell-autonomous role of Hlx1 in SC fate decisions at single-cell resolution, we transplanted cells from *Tg(kdrl:GFP)*^*s843*^ embryos into nontransgenic hosts. Previous studies have determined that the TC and SC potential of ECs can be assessed during zebrafish development based on the ability of transplanted ECs to contribute to the DLAV or ISV stalk position, respectively [4, 25, 26]. Hlx1 alone was not sufficient to induce SC fate because *hlx1*-RNA-injected donors contributed to the DLAV and ISV stalk positions with a similar frequency as controls (Figures 4E and 4F; Table S1). However, unlike controls, cells transplanted from *hlx1*-MO-injected donors frequently contributed exclusively to the DLAV position of ISVs (Tip, Figure 4E). Importantly, quantification of the positional fates of donor cells within ISVs confirmed that Hlx1-knockdown ECs were less likely to acquire SC fate, preferentially migrated to the DLAV position, and were found exclusively at the DLAV position of at least 42% of sprouting ISVs (Figure 4F; Table S1). Furthermore, live-imaging studies revealed that cells transplanted from *hlx1* morphant embryos, unlike controls, frequently exclusively occupied the leading TC position and did not contribute to ISV SCs (Movies S3 and S4). These data lead us to propose that Hlx1 functions cell-autonomously to reinforce and maintain SC potential during ISV sprouting (Figure 4G). Hence, Hlx1 regulates angiogenesis by influencing the outcome of EC competition for the TC position.

Previous work has primarily focused on defining the roles of VEGFR and Notch signaling in TC formation during new blood vessel sprouting [3–8]. Here, we show that Hlx1-mediated maintenance of SC potential appears to be critical for normal ISV angiogenesis in vivo (Figure 3). Whereas TCs express high levels of promigratory genes (such as *vegfr2* and *flt4*) [4, 6, 20] and are highly motile, SCs need to be characteristically less motile to maintain their position behind TCs. HLX was recently found to impede the migratory behavior of ECs in vitro by inducing the expression of repulsive guidance molecules such as *UNC5B* [18]. Hence, Hlx1-mediated repression of EC migration may be critical for determining SC positioning and functional blood vessel sprouting. In addition, our findings indicate that Hlx1 may also positively influence EC proliferation, because a decrease in cell divisions was observed in the ISVs of *hlx1* morphant embryos (Figure 3G). Moreover, this proliferation defect may account, at least in part, for the reduced number of ECs in the sprouting ISVs of *hlx1* morphants (Figures 3D–3F), which contrasts sharply with the hypersprouting phenotype observed in mosaic *hlx1*-deficient ECs (Figures 4E and 4F). Most importantly, our findings provide new evidence that reinforcement of SC identity and positional fate is critical for angiogenesis and implicate Hlx1 in this process. Hence, a fine balance between TC- and SC-inducing signals is crucial for the coordinated sprouting of new blood vessels. Considering the potential therapeutic implications of manipulating SC formation during pathological angiogenesis [27], future studies defining the downstream transcriptional network and precise cellular mechanisms of Hlx1 function in vivo will be of great importance. Furthermore, because the global mechanisms controlling angiogenesis and the branching morphogenesis of various epithelial tissues appear to be highly conserved [1], our findings raise the exciting possibility that analogous mechanisms may also control SC identity in other systems.

## Figures and Tables

**Figure 1:**
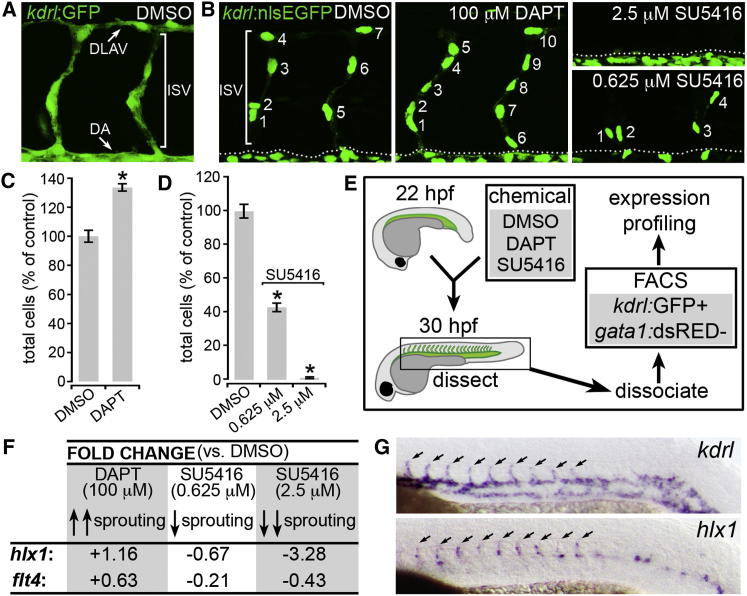
*hlx1* Expression Is Associated with Angiogenic Cell Behavior In Vivo (A and B) Lateral views of *Tg(kdrl:GFP)*^*s843*^ (A) or *Tg(kdrl:nlsEGFP)*^*zf109*^ (B) embryos at 30 hpf following incubation with either 0.4% DMSO, 100 μM DAPT, 2.5 μM SU5416, or 0.625 μM SU5416 from 22 hpf. Arrows in (A) indicate positions of the DA (dotted line in B denotes DA) and the forming DLAV, whereas white brackets in (A) and (B) indicate sprouting ISVs. (C and D) Quantification of ISV EC numbers at 30 hpf upon incubation of *Tg(kdrl:nlsEGFP)*^*zf109*^ embryos with either 100 μM DAPT (C) or the indicated concentration of SU5416 (D) (n = at least 21 embryos). A total of 100 μM DAPT augmented EC sprouting during ISV angiogenesis, whereas 2.5 and 0.625 μM SU5416 dose dependently disrupted EC-sprouting behavior. (E) Strategy for the identification of genes associated with EC-sprouting behavior in vivo. EC sprouting was pharmacologically manipulated prior to FACS-mediated isolation and transcriptome profiling of *kdrl*:GFP-positive ECs from dissected zebrafish trunks containing sprouting ISVs. Contaminating *kdrl*:GFP- and *gata1*:dsRed-double-positive erythrocytes were removed during FACS. (F) Fold change in EC *hlx1* expression upon incubation with the indicated chemical versus DMSO controls. EC *hlx1* expression was tightly correlated with the level of EC-sprouting behavior in vivo. (G) Whole-mount in situ hybridization analysis of the pan-endothelial marker *kdrl* or *hlx1* at 24 hpf. *hlx1* expression was enriched in sprouting ISVs (arrows). Error bars represent mean ± SEM. ^∗^p < 0.05 versus control, Student’s t test. See also Figure S1.

**Figure 2:**
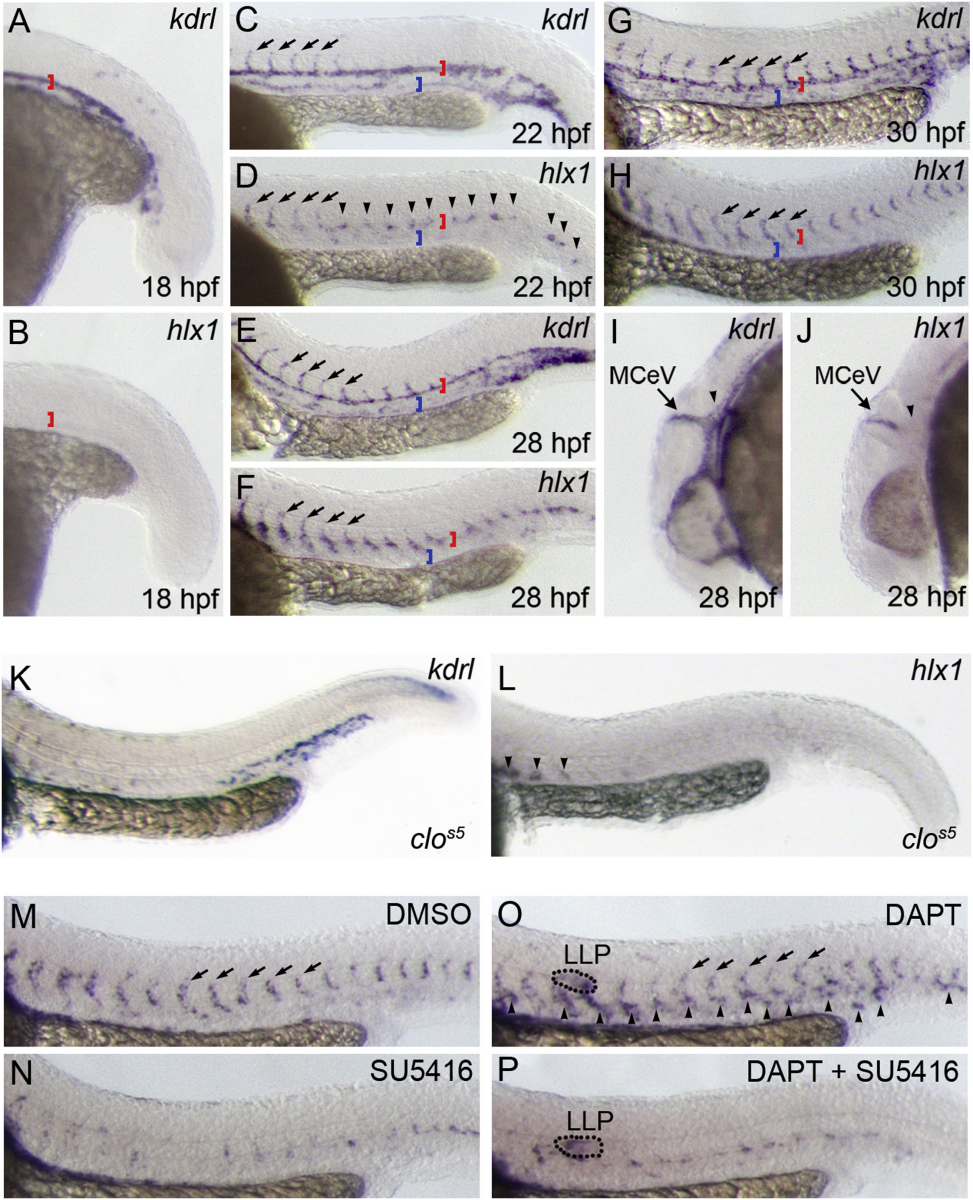
*hlx1* Expression Marks Sprouting ECs Whole-mount in situ hybridization analysis of *kdrl* (A, C, E, G, I, and K) or *hlx1* (B, D, F, H, J, and L–P) expression at 18 (A and B), 22 (C and D), 28 (E, F, I, and J), or 30 (G, H, and K–P) hpf in untreated WT embryos (A–J), *clo*^s5^ mutant embryos (K and L), or WT embryos incubated with DMSO (M), 0.625 μM SU5416 (N), 100 μM DAPT (O), or both 100 μM DAPT and 0.625 μM SU5416 (P) from 22 hpf (A–J; red brackets in A–H mark the DA, whereas blue brackets in C–H mark the cardinal vein). *hlx1* is not expressed during early vasculogenic assembly of the DA (B) but is initially expressed in the first-sprouting ISVs (arrows in C and D) and at regions of future angiogenic remodeling (arrowheads in D). At later stages *hlx1* expression is almost exclusively restricted to sprouting angiogenic ECs of the ISVs (arrows in E–H) and MCeVs (arrows in I and J) but is excluded from the adjacent nonangiogenic parental tissues of the DA (red brackets in A–H) and PHBC (arrowheads in I and J). (K and L) Both *kdrl* and *hlx1* expressions are reduced or lost in EC-deficient *clo*^s5^ mutants. Arrowheads in (L) indicate nonendothelial staining of the ventral somite. (M–P) SU5416-mediated suppression of EC sprouting abolished *hlx1* expression (N), whereas DAPT promoted ectopic *hlx1* expression in nonangiogenic tissues (arrowheads in O). DAPT-induced expression of *hlx1* was lost upon coincubation of embryos with the VEGFR inhibitor, SU5416 (P) (LLP, putative lateral line primordium).

**Figure 3:**
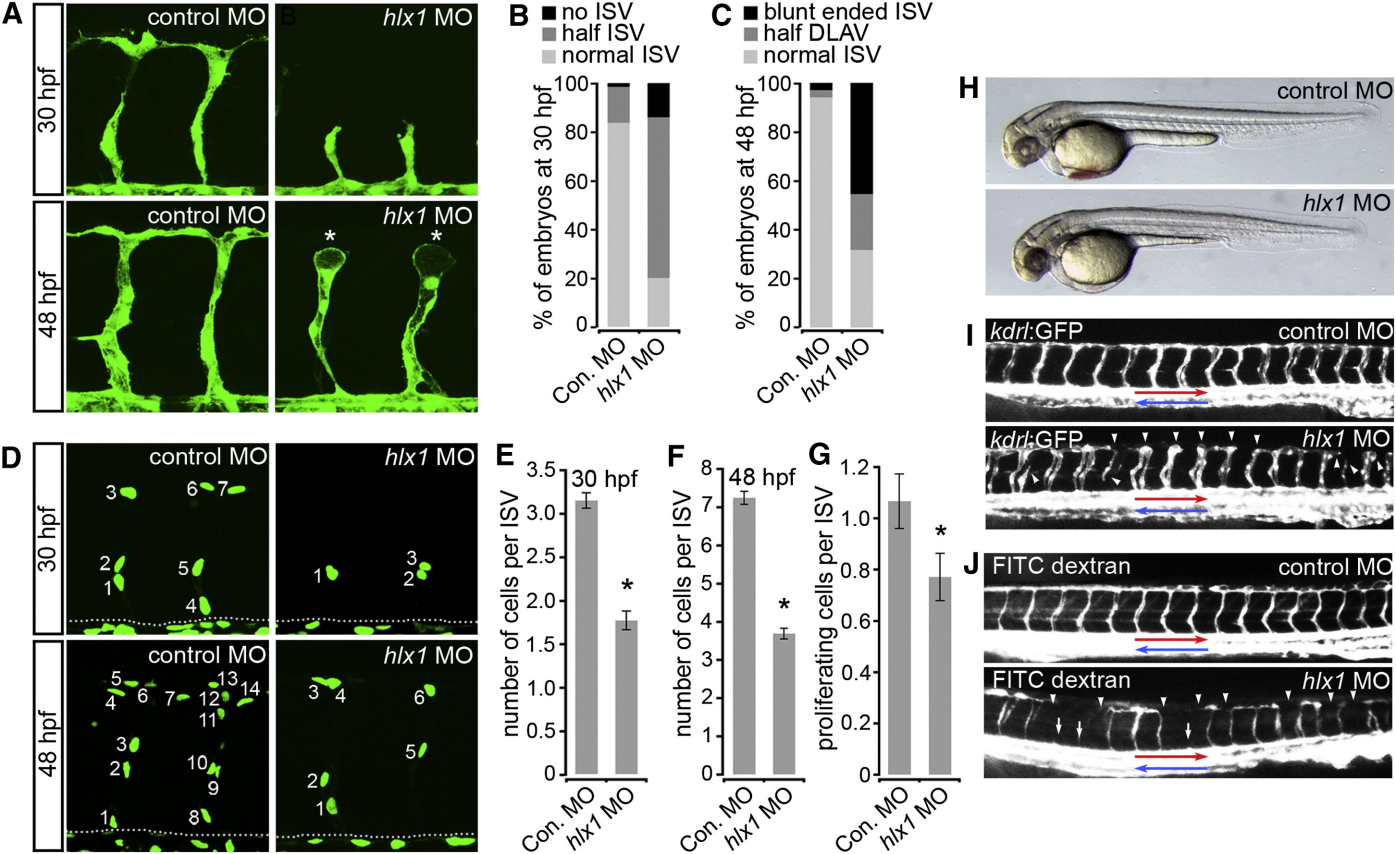
Hlx1 Is Required for ISV Angiogenesis In Vivo (A–F) Lateral views of *Tg(kdrl:GFP)*^*s843*^ (A) or *Tg(kdrl:nlsEGFP)*^*zf109*^ (D; dotted line represents position of the DA) embryos and quantification of ISV morphology (B and C; “half DLAV” refers to ISVs connected to only one adjacent ISV; n = at least 20 embryos) or ISV EC numbers (E and F; n = at least 15 embryos) at 30 (B and E) and 48 (C and F) hpf upon injection with either control MO (Con. MO) or *hlx1* MO. (G) Quantification of the number of dividing ECs per ISV following live imaging of control or *hlx1* MO-injected embryos from 19 hpf for approximately 13 hr (n = at least 30 ISVs from a total of 8 embryos). (H and I) Lateral views of control or *hlx1* MO-injected *Tg(kdrl:GFP)*^*s843*^ embryos at 48 hpf (red arrows indicate DA; blue arrows denote cardinal vein). Hlx1 knockdown disrupts ISV sprouting (as indicated by asterisks in A and arrowheads in I), limits EC incorporation into ISVs (D–F), and reduces EC proliferation (G). (J) Lateral views of control or *hlx1* morphants upon injection of FITC-dextran into the blood flow to assess vascular patterning at 48 hpf. White arrows indicate ISVs lacking blood perfusion. Red and blue arrows indicate arterial and venous blood flow, respectively. Arrowheads indicate ISVs that lack connections with adjacent ISVs. Blood flow through ISVs is disrupted upon Hlx1 knockdown. Error bars represent mean ± SEM. ^∗^p < 0.05 versus control, Student’s t test. See also Figures S2 and S3 and Movies S1 and S2.

**Figure 4:**
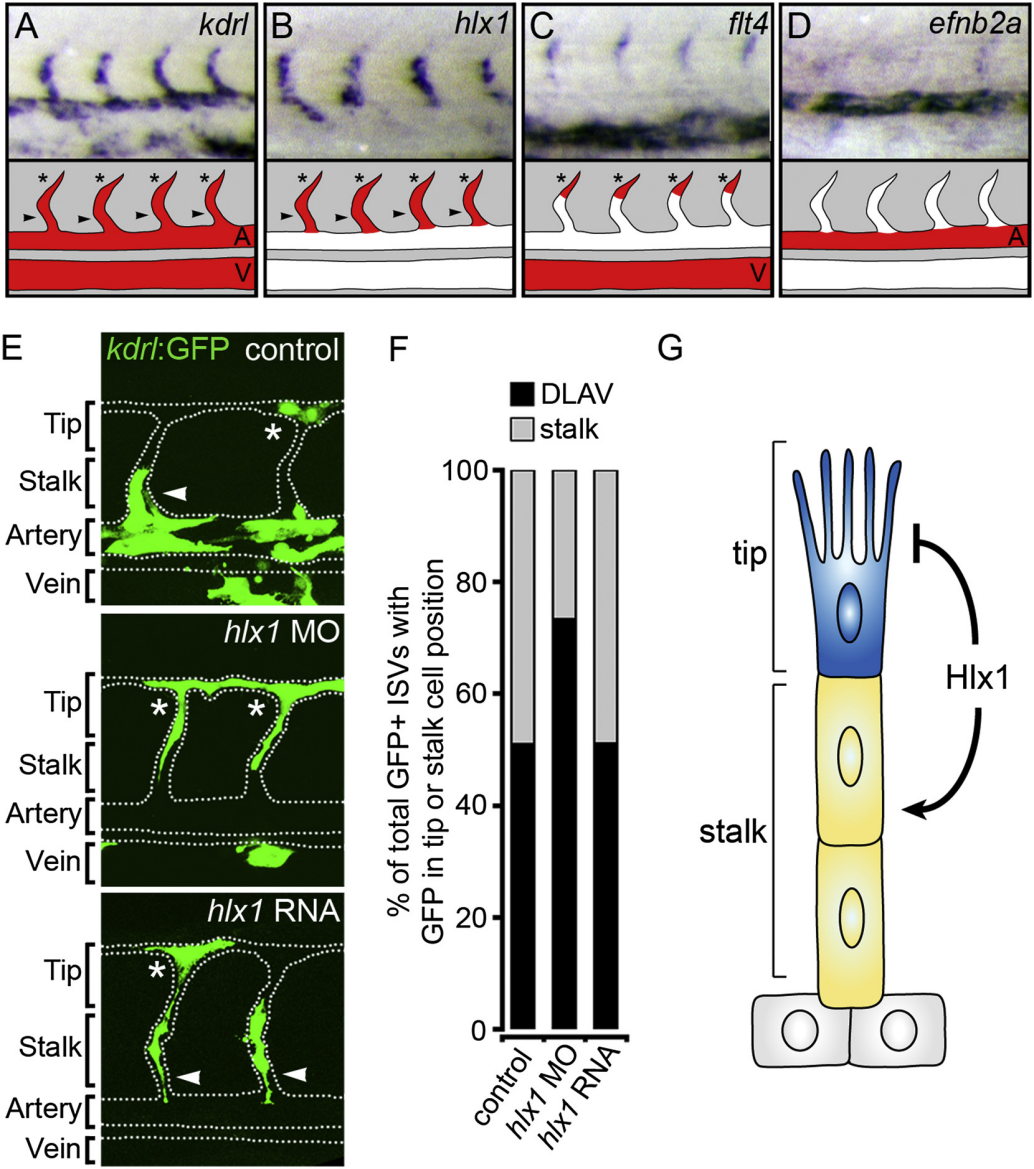
Hlx1 Cell-Autonomously Maintains Endothelial SC Potential (A–D) Whole-mount in situ hybridization analysis of *kdrl* (A), *hlx1* (B), *flt4* (C), and *efnb2a* (D) at 30 hpf and diagrams displaying the expression domain of each gene (V, cardinal vein; A, DA; arrowhead indicates SC; asterisks denote TC). Whereas *flt4* marks only TCs (C), *hlx1* uniquely marks SCs (and possibly TCs) of the sprouting ISVs (B) and is excluded from nonangiogenic ECs of the DA, which express high levels of *efnb2a* (D). (E) Lateral images of control MO, *hlx1* MO, or *hlx1* RNA-injected donor *Tg(kdrl:GFP)*^*s843*^ cells in nontransgenic hosts at 30 hpf (dotted line represents position of the WT vasculature). (F) Quantification of the incorporation of donor cells into the DLAV position (asterisks in E) or stalk position (arrowheads in E) of individual host ISVs (n = at least 44 ISVs; control = 19 embryos; *hlx1* MO, 17 embryos; *hlx1* RNA, 26 embryos). When *hlx1* is knocked down, ECs are lost from the ISV stalk position and accumulate in the DLAV position of sprouting ISVs. (G) Model summarizing the EC-autonomous function of Hlx1 during ISV angiogenesis. See also Figure S4, Movies S3 and S4, and Table S1.

## Supplemental Information

Document S1. Figures S1–S3, Table S1, and Supplemental Experimental Procedures

Movie S1. Time-Lapse Imaging of *Tg(kdrl:nlsEGFP)*^*zf109*^ Embryos Injected with Control MO, Related to Figure 3 Embryos were imaged from 19 hpf for approximately 13 hr. ISV sprouting is initiated by a single endothelial tip cell that is either trailed by an endothelial stalk cell (see ISV B) or divides to form two cells that rapidly hierarchically organize into leading tip and trailing stalk cells (see ISVs A and C).

Movie S2. Time-Lapse Imaging of *Tg(kdrl:nlsEGFP)*^*zf109*^ Embryos Injected with *hlx1* MO, Related to Figure 3 Embryos were imaged from 19 hpf for approximately 13 hr. Multiple cells frequently sprout into newly forming ISVs and display defects in their hierarchically organization into leading tip and trailing stalk cells (see ISVs B and C).

Movie S3. Time-Lapse Imaging of Transplanted Cells from Control MO-Injected *Tg(kdrl:GFP)*^*s843*^ Donor Embryos, Related to Figure 4 Embryos were imaged from 20 hpf for approximately 16 hr. Donor cells are capable of contributing to both the tip and stalk cell position of sprouting ISVs.

Movie S4. Time-Lapse Imaging of Transplanted Cells from *hlx1* MO-Injected *Tg(kdrl:GFP)*^*s843*^ Donor Embryos, Related to Figure 4 Embryos were imaged from 20 hpf for approximately 16 hr. Donor cells frequently preferentially contribute to the tip cell position of sprouting ISVs.

How the deposited data were processed for this re-analysis (not part of the article)

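Sorted ECs of zebrafish embryos treated with DAPT, a low or a high dose of SU5416, or DAPT with SU5416 were measured on 4 Agilent 2-colour arrays, 1 per condition, each with DMSO-treated controls in Cy3 and treated cells in Cy5. Samples were assigned to conditions and dyes from the sample labels and the paper's text. For each array the authors deposited the spot intensity of both channels with its local background and the processed intensity, from which Feature Extraction 10.7.1.1 had subtracted background and removed dye bias by linear and lowess normalization. The authors also deposited the log10 ratio of Cy5 over Cy3 and its error. Their table of the whole series held that same log10 ratio in all 43603 probes of each array (tolerance 1e-06), with a median of 0 on each array, so it was not run apart from Feature Extraction's log ratio.

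Here, mean spot intensities and local background medians were read with limma 3.58.1 in R 4.3.3, corrected by normexp with an offset of 50, and normalized by loess within each array, with control spots at weight 0. Outlier spots (6 to 36 per array) were left out and no spot was saturated. Channel levels across arrays were set to a common scale by Aquantile. Spots of a probe were averaged, and a gene was the median over its probes well above background in at least 1 channel. Where a gene is dim in a channel its log2 ratio understates the difference. Later steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, and matplotlib 3.10.9. Of 43603 probes, 16356 were named through an accession in the RefSeq gene table of GRCz12tu, 1756 through a current symbol, and 1200 through a synonym, and 24291 kept the name in the array file, for 36225 gene names in all. Coordinates of probes are those of the array design on Zv7. No genome was used, so exons and untranslated regions were not annotated. The name matching was repaired after a first look at the values, because it had missed older symbols and left out some genes with symbols.

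With 1 array per condition no test across genes was run. Genes were counted at 2-fold (log2 of 1). Genes ordered with sprouting had DAPT above 0, low SU5416 below 0, high SU5416 below low, and a span of at least 1. This span was set with the values printed in Figure 1F known. The paper's main text does not name its rule, and its supplemental procedures were not available here. Chance counts came from 1000 shuffles. For 28 gene lists the median was placed among 10000 random lists of the same size drawn from 20 bins of signal, and among 2000 for the alternatives. The signal was that of the array in question. Percentiles printed for the mean of 3 DMSO channels and for single channels came from 10000 lists matched on the low-dose array's signal. The lists were Notch targets, Notch pathway components, Vegf ligands and receptors, ERK feedback and immediate early genes, tip cell, stalk and phalanx, pan-endothelial, arterial, venous and lymphatic, aryl hydrocarbon receptor, cell cycle, p53, heat shock and unfolded protein, hypoxia and glycolysis, erythroid, myeloid, haematopoietic stem cell, skeletal muscle, neural, neural crest and pigment, epidermal, notochord, mesenchyme, basement membrane and matrix, guidance, Bmp and Tgfb response, chemokine and apelin, and housekeeping genes. Several lists of vessel genes share members. The genes named were, per array, the 10 highest and the 10 lowest with a symbol and both channels well above background, the 10 ordered genes with the largest span and their counterparts in the opposite order, the genes the paper names, and the 2 to 4 members of a list with the largest values. The lists, the rules, and the alternatives were fixed before the data were examined, apart from 1 alternative, the mean of 3 DMSO channels, the shuffle of the DAPT array alone, and the single channel comparisons. Genes named as members of the ordered list were chosen after their values were seen where this rule does not name them. Of the genes the paper names, *unc5b* was not measured above background.

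The steps were tested on simulated data. Of 200 genes planted in the sprouting order among 16967 genes with noise, 163 (81.5%) were found. Of 200 random lists of 15 genes among 20948, 6.50% were called apart with no shift and 100% with a shift of 0.5. The alternatives were a normexp offset of 16, Feature Extraction's log ratio, median centring with no loess, scaling between arrays, the mean of 4 DMSO channels as control, other filters on dim probes, the brightest probe of a gene, and other spans. The number of arrays limits the precision of every value.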

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

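All tests of explanations given here were chosen after the results were seen.

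Lists of genes that the paper does not discuss had medians outside the range of random lists. Targets of Notch had a median log2 ratio of −2.18 with DAPT. Targets of the aryl hydrocarbon receptor had medians of 2.38, 3.38, and 1.07 with low SU5416, high SU5416, and the combined treatment. Erythroid genes had medians of 0.86 and 0.71 with low and high SU5416, and neural crest and pigment genes one of 1.5 with high SU5416. On the array of the combined treatment, which the paper's text does not describe, myeloid genes had a median of 0.62, but they did not stand apart against the mean of 4 or of 3 DMSO channels (0.14 and percentile 87.61 against 3). On that array 904 of 21991 genes (4.11%) were at least 2-fold higher and 2548 (11.6%) at least 2-fold lower than in the channel labelled DMSO. That channel itself differed 2-fold from the DMSO channels of the other arrays in 8.31% to 19.4% of genes, where the others differed from one another in 0.175% to 6.63%. The share of lower genes thus exceeded every difference among the other DMSO channels. A yardstick that includes the channel in question cannot judge ratios taken against it. Differences between channels of separate arrays are also scaled otherwise than ratios within an array.

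The channel labelled DMSO on the array of the combined treatment stood apart from the other DMSO channels, since Notch targets there lay at a median of −1.65 against the DMSO channels of the 2 SU5416 arrays (9 of 12 at least 2-fold lower, percentile 0), where that of the DAPT array lay at 0.18. Noise or weak hybridisation of that channel would leave the list inside the range of random lists, and it lay outside. But this shift is the observation that flagged the channel, so it is no independent test of noise. An exchange of the 2 dyes would put the SU5416-responsive aryl hydrocarbon receptor targets below 0 on that array, and their median was 1.07. If the channel held RNA of DAPT-treated cells, at least 80% of the genes 2-fold changed on the DAPT array, Notch targets left out, were to shift the same way in it. Of 121 such genes 79.3% did, just under that mark, beside 62.3% of all genes and 47.5% for the DMSO channel of the DAPT array. The Cy5 channel of DAPT-treated cells, which took part in choosing these genes, itself reached only 86.8%, and that of the combined treatment 67.2%. In the Cy5 DAPT channel Notch targets lay at a median of −2.04 and *hlx1* at 1.12, and in the channel labelled DMSO *hlx1* lay at 1.54. The mark of 80% therefore does not decide the question. RNA of DAPT-treated cells stays open as a possible explanation, and with it the meaning of every ratio on that array.

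Targets of the aryl hydrocarbon receptor were higher with SU5416 than with DMSO. Dye bias of the probes would show on the DAPT array too, where their median was 0.057. RNA from other listed cell types would raise their lists as far, but the highest median among 8 such lists was 1.5 with high SU5416, below the first quartile of 2.1 of these targets. All 9 members measured on both SU5416 arrays (100%) were higher at the high than at the low dose. That SU5416 itself may activate the receptor is a hypothesis, found and tested on the same arrays.

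Erythroid genes were higher with SU5416 alone although the sort removed *gata1:DsRed*-positive cells, and dye bias is argued against by their median of −0.095 on the DAPT array. With SU5416 and DAPT combined, however, they did not stand apart (median 0.10, percentile 75.8). Against the mean of 3 DMSO channels their median there was −0.060 (percentile 41.16), and that of pigment genes −0.20 (percentile 11.0). The rise was thus not seen on every array with SU5416. A lower share of ECs would raise the genes of every other cell type alike, but the erythroid median exceeded the higher of the neural and muscle medians by 0.81 on the high-dose array, more than the largest SD over members of 0.37. Other lists did rise, with medians of 1.5 for neural crest and pigment genes at the high dose and 0.35 for epidermal genes at the low dose, so added RNA of certain cell types stays open. All 13 erythroid members (100%) were above 0 on both SU5416 arrays, and 0 of them belong to another list, while the globin *hbae1.1* had a log2 level of 15.86 in the DMSO channel of the low-dose array. These 2 arrays may not be independent, since their DMSO channels differed 2-fold in only 0.175% of genes. Whether they shared control RNA was not tested. More erythroid RNA in the sorted cells is a candidate explanation, and whether the sort or the embryos differed was not tested.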

How the results depend on the processing

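No paired analysis was possible because there was 1 array per condition and no test. The mean of 3 DMSO channels was chosen after the data were seen. For every change given here the cause was not tested. Median centring moved the median of all genes to 0.14, 0.22, −0.10, and 0.76 on the DAPT, low, high, and combined arrays. Signal over background limits these values, since at most 57.1% of the probes were well above background in a Cy5 channel. The authors' deposited table was not run apart from Feature Extraction's log ratio, which it equals. Of 1593 values of named genes under the alternatives, 1243 moved by less than the technical error, 348 moved by more, and 2 of values past 2-fold changed sign.

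Counts of 2-fold higher genes (DAPT 33, low 111, high 196, combined 904) became 50 and 1460 (DAPT and combined) with offset 16, 395, 413, 553, and 3544 with Feature Extraction, 126, 328, and 9240 (DAPT, low, combined) with median centring, 79, 191, 362, and 78 with scaling, 176 and 128 (DAPT, combined) against 4 DMSO channels, and 691 and 159 against 3. Counts of lower genes (98, 50, 119, 2548) became 586, 447, 570, and 5642 with Feature Extraction, 62, 22, 184, and 1247 with median centring, 158, 95, 314, and 1052 with scaling, 189, 385, and 659 (low, high, combined) against 4 DMSO channels, and 171 and 281 (DAPT, combined) against 3.

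The 146 ordered and 185 oppositely ordered genes became 424 and 468 with Feature Extraction, 285 and 72 with median centring, 279 and 344 with scaling, 916 and 451 against 4 and 736 and 358 against 3 DMSO channels, 1413 and 1517 with a span of at least 0, 9 and 33 with 2, and 23 and 38 with a 1.5-fold rule. Of the 146, 142 stayed ordered with Feature Extraction, 98 with median centring, 69 against 4 and 66 against 3 DMSO channels. The rank of *hlx1* was 3 with Feature Extraction and 1 under each other alternative.

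*hlx1* became 1.5, −0.31, and 1.34 (DAPT, low, combined) with median centring, 1.37 and −3.99 (DAPT, high) with scaling, 0.74, −1.11, and 0.72 (DAPT, low, combined) against 4 and 1.11 (combined) against 3 DMSO channels. *flt4* became 0.84 and 1.60 (DAPT, combined) with median centring, −1.16 and 2.26 (low, combined) with Feature Extraction, −0.13 (high) against 4 and 0.21 and 0.37 (DAPT, combined) against 3 DMSO channels.

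With median centring the medians of p53 targets with DAPT (0.043) and, at low SU5416, of pan-endothelial (0.23), cell cycle (0.15), heat shock (0.10), and neural genes (0.12) changed sign with the shift of all genes and still stood apart on the low side. Signs also changed for pigment genes with DAPT against 4 (−0.059) and 3 (−0.15) and cell cycle genes at low SU5416 against 4 DMSO channels (0.046). That last median lay above the 0.024 of all genes, so cell cycle genes were no longer on the low side there. On the combined array *her2*, at 1.13, became −2.64 against 4 and −3.90 against 3 DMSO channels. The count of lists standing apart on the combined array went from 4 to 10 against 4 or 3 DMSO channels and to 8 with the brightest probe. Myeloid genes no longer stood apart against 4 or 3, nor Bmp and Tgfb response genes against 3. These counts used 2000 random lists matched on the combined array's signal. Among 10000 matched on the low-dose array's signal, stalk and phalanx genes also stood apart against 3, at percentile 97.63. The share closer to 0 became, for higher genes, 79.2% with scaling, 82.1% against 4 and 97.7% against 3 DMSO channels, and 98.3% in reverse, and for lower genes 58.3% with Feature Extraction, 48.3% with median centring, 98.7% with scaling, and 99.8% in reverse.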

Differences from the paper's values

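At the settings fixed before the data were examined as the main ones, the gene count was within 1.5 times the paper's. Each log2 ratio of *hlx1* and *flt4* had the figure's sign and lay within its technical error of the figure's value. Neither is an independent check. Shuffling genes within every array gave a mean of 91.0 ordered genes and shuffling the DAPT array alone 155, both also within 1.5 times the paper's count. The span was set with the values of Figure 1F known, and that figure reports the same experiment. The paper's text gives 109 genes correlated with sprouting and states no threshold for them, and the order used here gave 146. The count stayed within 1.5 times the paper's with both channels required above background (141), with no filter on dim probes (145), and with the brightest probe (150). It did not with a normexp offset of 16 (173), Feature Extraction's log ratio (424), median centring (285), scaling between arrays (279), the mean of 4 DMSO channels (916), a span of at least 0 (1413) or 2 (9), a 1.5-fold rule (23), or probes in place of genes (200).

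The values printed for *hlx1* and *flt4* in Figure 1F, which its axis gives as fold change, match Feature Extraction's log2 ratios on their own arrays at 2 significant digits for 5 of 6 values: *hlx1* at 1.17, −0.67, and −3.28 for DAPT, low, and high SU5416, and the brighter *flt4* probe at −0.21 and −0.43 for low and high SU5416. For *flt4* with DAPT the figure gives about 0.63 (Figure 1F, read by eye), and the value on the DAPT array was 0.47, or 0.48 by Feature Extraction. The same probe had 0.63 by Feature Extraction on the array of the combined treatment. The paper counts *flt4* among its sprouting genes, and here, at the main settings, it was in the order of sprouting but under the span of 1, and it was counted with a span of at least 0.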

Other observations

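Genes outside the vessel lists changed with high SU5416. Of 11 p53 targets, 2 were at least 2-fold higher, the pro-apoptotic *bbc3* at 2.33 (error 0.30) and the stress gene *sesn1* at 1.85 (error 0.27), whereas the list's median of 0.038 did not stand apart. The retinoid genes *cyp26a1* and *dhrs3b* were higher, at 2.57 (error 0.32) and 2.45 (error 0.31), as was the growth factor *igf2a* at 2.57 (error 0.34). The sulfotransferases *sult6b1* and *sult2st3* were higher at both doses, at 2.73 and 3.40 and at 2.23 and 2.85. Lists that stood apart on no array at the main settings had medians, with DAPT, low, and high SU5416, of −0.15, −0.082, and −0.13 for hypoxia and glycolysis genes, −0.19, 0.18, and 0.12 for mesenchyme genes, 0.028, 0.016, and 0.018 for basement membrane and matrix genes, 0.010, −0.069, and 0.097 for guidance genes, −0.15, −0.11, and −0.23 for chemokine and apelin genes, and 0.063, 0.043, and −0.087 for housekeeping genes. Stalk and phalanx genes had −0.12 and −0.16 and venous and lymphatic genes −0.058 and −0.23 with low and high SU5416. Myeloid genes had −0.023, −0.13, and −0.13 on these 3 arrays.

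The array of the combined treatment is not described in the paper's text. Its ratios are against a channel labelled DMSO that differed from the other DMSO channels. Against that channel, *hlx1* had a log2 ratio of −0.44 (error 0.21), *cyp1a* 5.23, and *her6* 0.048, and Bmp and Tgfb response genes and neural genes stood apart with medians of 0.58 and 0.45. With the mean of 3 DMSO channels as control these medians were 0.19 (percentile 95.14), which did not stand apart, and 0.24 (percentile 99.37). Across probes its ratios correlated with those of the DAPT array at −0.22 (Pearson's r, across probes, which are not independent replicates). Against the mean of the 3 other DMSO channels, chosen after the data were seen, *hlx1* had 1.11 on that array beside 1.13 on the DAPT array, *her2* −3.90 beside −5.14, and *cyp1a* 4.68 beside 0.61, and Notch targets had a median of −1.73 (percentile 0). The paper's Figure 2P is an in situ hybridization of whole embryos with 0.625 μM SU5416, where the labels of this array give 2.5 mM. There, ectopic *hlx1* was blocked by adding SU5416 to DAPT. The 2 measures are unlike, and the difference between them was not tested.

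Of 33 genes higher with DAPT, 15 (45.5%, 95% Wilson interval 29.8% to 62.0%) lay closer to 0 on the array of the combined treatment, as did 84 of 94 (89.4%, interval 81.5% to 94.1%) lower genes. Of the 33 and 94 genes, 25 and 72 had the opposite sign there, with medians going from 1.26 to −1.29 and from −1.22 to 0.55. These shares rest on the channel labelled DMSO of that array. With the mean of 3 DMSO channels as control they were 97.7% of 688 and 90.9% of 165 genes, of which 536 and 24 had the opposite sign, and in reverse they were 94.2% of 154 and 91.5% of 281. At the main settings, genes chosen on the combined array and read on the DAPT array lay closer to 0 in 98.3% and 99.8%. But log2 ratios spread more widely on the combined array (SD 0.67 across spots) than on the DAPT array (0.24). Genes past 2-fold on the wider array mostly lie closer to 0 on the narrower array for that reason alone. The reverse share is therefore no yardstick for the 45.5% and 89.4%. The intervals take genes as independent, which they are not.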
